A study of Schmidtea mediterranea with 5 samples.

How the data were processed

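Whole-body cell suspensions of Schmidtea mediterranea were measured by SPLiT-seq on polyadenylated RNA, in 5 libraries, each its own batch and each sequenced in a shallow and a deep run per the labels. Per the labels' protocols, animals were dissociated with ACME, singlets were sorted by flow cytometry right before lysis, and cDNA was amplified, tagmented and size-selected. The aligner, the counting tool, the genome build, the annotation and the filter on cells are not given in the sources used here. The deposited values were raw counts per gene and cell in 1 sparse matrix for the whole series, with a list of genes and a list of cell names. All values were whole numbers and 90.7% of the nonzero entries were 1. No source says whether the counts are of unique molecules, and so they are called counts. The lowest number of genes in a cell was 26 to 31 by library, and the lowest count was 26 to 33, which sets the smallest cells in the matrix.

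A cell was assigned to its library by the prefix of its name, which matched the library number in the title of 1 sample. The labels put all 5 libraries in 1 group. Because every barcode segment took all 96 values in every library, the SD over libraries measures the spread between libraries of pooled cells, and no label says whether they hold different animals. The gene list held 2 classes of IDs. The h1SMc class had 20366 genes with 74.0% of the counts, and the h1SMn class had 23961 genes with 26.0%. The files do not pair IDs with names and no table of names was used, so the markers of cell types that had been fixed before the data were examined could not be matched.

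The barcode of 26 bases was divided into segments of 10, 8 and 8 bases by position. Independence of 2 segments was measured by chi-square over their 9216 combinations. The number of barcodes that 2 libraries share by chance was computed from 2 frequencies in each library. These were the frequency of the 10-base segment and that of each combination of middle and last segments. For genes per cell at equal depth, each cell with at least 200 counts was thinned to 200 counts without replacement, and 13389, 14945, 14397, 12411 and 14922 shallower cells of libraries 1 to 5 were left out.

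Cells with at least 100 counts were clustered with Scanpy 1.11.5, and the 39330 others were left out. Counts were scaled to an equal total per cell and log-transformed, 3000 variable genes were scaled with a cap of 10, and 50 principal components, 15 nearest neighbours and the Leiden algorithm (leidenalg 0.10.2) at resolution 1.0 were used. Genes had to occur in at least 10 cells. No correction for library was made. Doublets were kept, as the cells had been sorted as singlets. Scrublet marked 3 of 56090 cells (0.00535%), a share so low that the caller is taken not to have worked on these shallow cells, and doublets are untested. Shares are given with exact Clopper-Pearson intervals at 95% confidence, which cover counting error only. The spread of shares over libraries or wells was measured by chi-square per degree of freedom.

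For wells, Pearson residuals of each cluster were computed in libraries 1 and 2 and in libraries 4 and 5, and correlated over 96 wells with 10000 permutations. On simulated data without an effect of the well, the mean r was -0.0145, chi-square per degree of freedom was 1.00 and 0 clusters were called. With a simulated effect on the 10 largest clusters (log-normal, SD 0.4 on the natural log), all 10 were called and 1 unchanged cluster was. That effect was stronger than the one in the data. Its mean r was 0.214 and its chi-square per degree of freedom 2.76, against 0.127 and 1.53 for the 10-base segment. Recovery of weaker effects or in smaller clusters was not tested. For the test over genes, counts were summed per well and library, with at least 20 cells per sum (the smallest sum had 63 cells), giving 480 sums of 5859 to 89838 counts for the 10-base segment. Well and library were terms of 1 model in edgeR 4.0.16 (R 4.3.3), with filterByExpr at a minimum count of 10, TMM normalization and the quasi-likelihood F test, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. On counts simulated for the 1930 genes tested with the 10-base segment, 200 of 200 genes changed by well and 176 of 200 changed by library were recovered. Of 1730 unchanged genes, 10 were called for the well and 19 for the library. The simulated counts had 1 dispersion, 0.05, for all genes, and the shuffles of the real counts in the report gave a larger background. The shuffles used a minimum count of 20 in the filter and 20 draws.

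The comparison of RNAi conditions was not made, as no source gave the condition of a cell. The rule for naming genes was fixed before the data were examined. It names the genes of the targeted factors and of tph and sert where IDs have names, the 2 genes with the largest F for each of library and well, the leading gene of each of the 5 largest clusters among genes detected in at least 10% of its cells, and the 3 genes with the largest total count. The model over genes, its filter and the settings named as planned below were likewise fixed before the data were examined. The choice of segment, the chi-square of segments, libraries and wells, the agreement of wells between libraries and the comparisons of cells with shared barcodes were added afterwards.

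Alternatives planned beforehand were a minimum of 200 counts per cell, thinning to 200 counts, leaving out each library in turn, Leiden resolutions of 0.5 and 2, 1000 variable genes, 25 principal components, removal of predicted doublets, DESeq2 1.42.0 with its size factors and likelihood ratio test, no filter on low counts, and at least 50 cells per sum. Alternatives added after the data were examined were the other 2 segments, leaving out cells whose barcode was in 2 or more libraries, and leaving out the most abundant gene. DESeq2's size factors were estimated from the positive counts of each gene, and its fit did not converge for a pair of genes. Computation in Python 3.11.15 used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.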

Results

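Single-cell transcriptomes of whole adult planarians of the asexual strain of Schmidtea mediterranea were profiled by SPLiT-seq, a method in which fixed cells collect barcodes in successive rounds of splitting into wells and pooling. The animals had been dissociated and fixed with ACME, a maceration that keeps cells permeable, and singlets had been sorted by flow cytometry before lysis. The series design names RNAi against pitx and lhx1/5-1, transcription factors of serotonergic neurons. All 5 libraries carried the same treatment label, RNAi, and the labels gave neither a control nor a condition for any single library, so the libraries formed 1 group of 5. The matrix held 44327 genes and 95420 cells, with 15766798 counts in 12457157 nonzero entries. Of these entries 90.7% were equal to 1, and the largest was 1045.

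The 5 libraries held 19084 ± 2753 cells (SD, n = 5 libraries). Libraries 1, 2, 3 and 5 held 19642, 19764, 20396 and 21314 cells, and library 4 held 14304. The total counts were 3653595, 3061011, 3563615, 1735286 and 3753291 for libraries 1 to 5. The median count per cell was 119.4 ± 15.9 (SD, n = 5) and ranged from 95 in library 4 to 136 in library 1. The median number of genes per cell was 99.2 ± 13.8 (SD, n = 5), from 78 in library 4 to 114 in library 1. The depth per cell was therefore low: 25.8% ± 7.53 (SD, n = 5) of the cells of a library reached 200 counts. Restricting the libraries to such cells left 1893 cells in library 4 and 4819 to 6392 in the others, and raised the median number of genes to 226.2 ± 16.4 (SD, n = 5). With each of these cells thinned to 200 counts, the median was 165 genes in libraries 1 and 2, 164 in library 3, 163 in library 5 and 156 in library 4. Every pair of libraries differed by more than independent counting of molecules gives. Over genes with at least 50 counts in the pair, chi-square per gene was 3.77 to 4.84 in pairs with library 4 and 1.83 to 2.79 in the other pairs. Counts of a gene cluster within cells, so sampling different cells alone raises these values above 1. No 2 libraries had the same values, and each was counted as 1 sample. Pearson's r of log2-transformed CPM, across genes, which are not independent replicates, was 0.966 to 0.985.

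**Figure D1:**
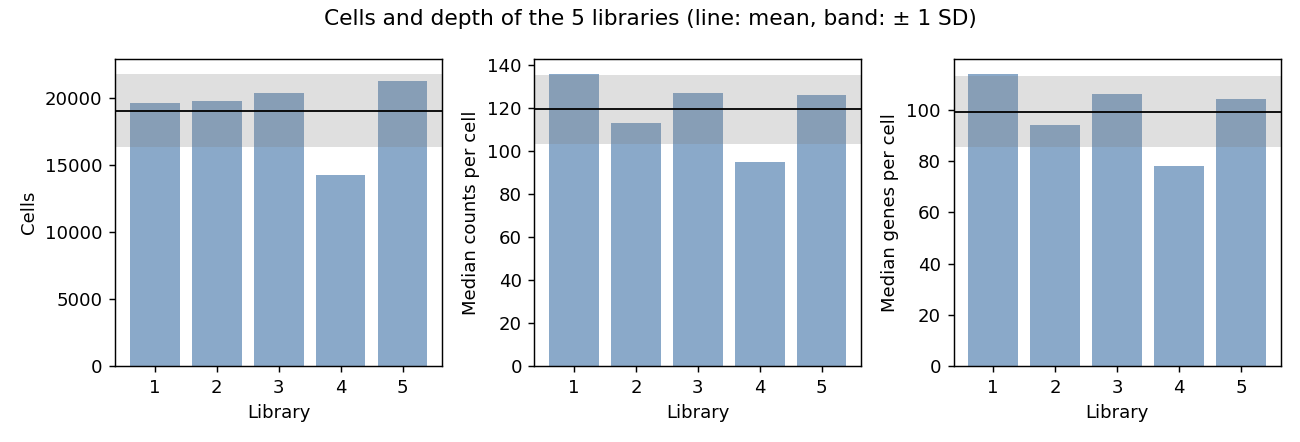
Number of cells (left), median counts per cell (middle) and median genes per cell (right) in each of the 5 libraries, with the mean over libraries as a line and 1 SD on either side as a band. Library 4 lies lowest in all 3 panels, with 14304 cells, 95 counts and 78 genes.

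A single transcript took a large part of the counts. The gene h1SMnG0035616 held 9.73% of all counts and was seen in 94.3% of the cells, with a mean share over libraries of 9.97% ± 1.26 (SD, n = 5). Its share was 9.0%, 9.39%, 9.68% and 9.63% in libraries 1, 2, 3 and 5, and 12.2% in library 4. The next genes by total count, h1SMcG0012505 and h1SMcG0011383, held 0.830% and 0.667% of the counts. The former was seen in 55.0% of the cells. The latter was seen in 3.86% of them, at 28.6 counts per cell in which it was seen. The files do not pair these IDs with gene names, so pitx, lhx1/5-1, tph and sert were not looked up, and genes are given by ID.

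Each cell name joined a library prefix to a barcode of 26 bases, made of a segment of 10 bases and 2 segments of 8 bases. Each segment took 96 values, the number of wells of a plate, and all 96 occurred in every library. The sources used here do not say which round each segment marks. A well of the 10-base segment held 543 to 1708 cells, a well of the middle segment 503 to 1475 and a well of the last segment 626 to 1469. The 10-base segment was independent of the other 2 to within a small excess, with chi-square per degree of freedom of 1.10 against the middle segment and 1.07 against the last (9025 degrees of freedom each). For the middle against the last segment it was 4.26.

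The same 26-base barcode occurred in 2 or more libraries for 19557 cells, 20.5% of the total. With 884736 possible barcodes and cells of this number, some sharing arises by chance. The expected number was computed from how often the 10-base segment and each combination of middle and last segments were used in each library. The 10-base segment was taken as independent of that combination. As it was so only to within a small excess, the expected number may be somewhat too low. For the 6 pairs of libraries that are not neighbours in number, the shared barcodes were 1.11 to 1.35 times the expected number. For the 4 neighbouring pairs they were 1.74 to 4.01 times the expected number. Libraries 4 and 5 shared 2165 barcodes against 540 expected, and libraries 1 and 2 shared 1988 against 654. Over the 4 neighbouring pairs 6734 barcodes were shared and 2369 were expected. Without all cells of shared barcodes, the mean number of cells per library was 15173.

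**Figure D2:**
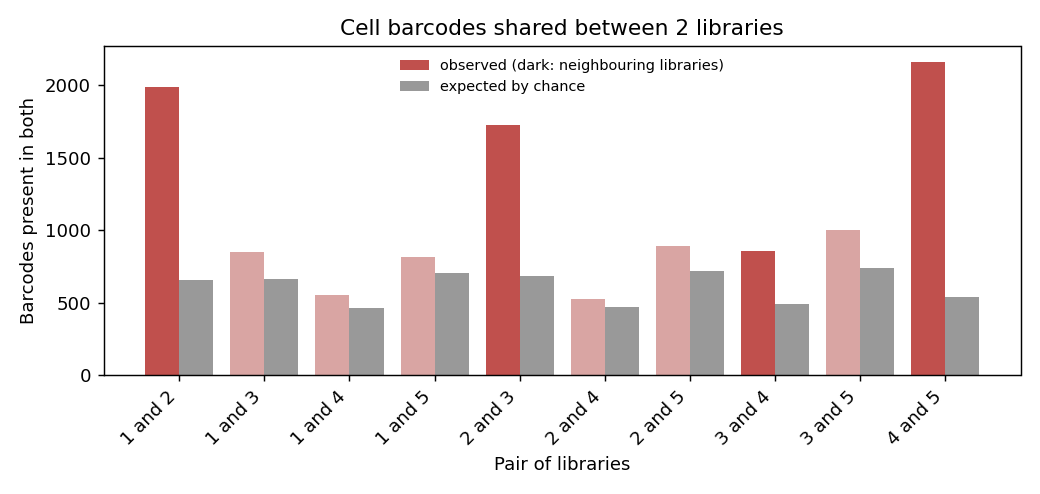
Number of cell barcodes present in both libraries of each of the 10 pairs (red; dark for neighbouring libraries) beside the number expected by chance (grey). The 4 neighbouring pairs stand 1.74 to 4.01 times above the expected number and the 6 other pairs 1.11 to 1.35 times.

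To describe the cell populations, the 56090 cells with at least 100 counts (58.8% of all cells) were clustered together, which gave 35 clusters. The 5 largest held 51.6% of these cells and the smallest held 90 cells. Clusters are given by number, from the largest, because no marker could be matched to an ID. The genes with the largest fold over all other cells in clusters 1 to 5 were h1SMcG0005241 (11.4-fold), h1SMcG0009545 (56.1-fold), h1SMcG0005487 (196-fold), h1SMcG0001827 (95.5-fold) and h1SMcG0011829 (82.7-fold). They were detected in 20.4%, 17.4%, 17.9%, 18.6% and 40.6% of the cells of their clusters. Since the genes also shaped the clusters, these folds identify the clusters and test nothing.

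Cluster shares were compared between libraries to see how far a library could be taken as a copy of the others. Cluster 1 held 15.9% ± 1.47 (SD, n = 5) of the clustered cells, cluster 2 10.8% ± 0.859, cluster 3 9.84% ± 0.414, cluster 4 9.32% ± 0.984 and cluster 5 5.94% ± 1.23. The share of cluster 1 was 18.4% in library 4 (95% exact binomial interval 17.5 to 19.3%) and 15.2% in library 1 (14.6 to 15.8%). Cluster 5 held 8.04% of library 4 (7.40 to 8.72%) and 4.92% of library 1 (4.55 to 5.31%). These intervals cover counting error only. Over all 35 clusters, chi-square per degree of freedom between libraries was 3.45, where counting error alone gives 1 with an SD of 0.121, and it was above 2 in 16 clusters. The alternative that moved this value most was leaving out library 4, which brought it to 2.03, so library 4 accounted for part of the excess over 1 and not for all of it.

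**Figure D3:**
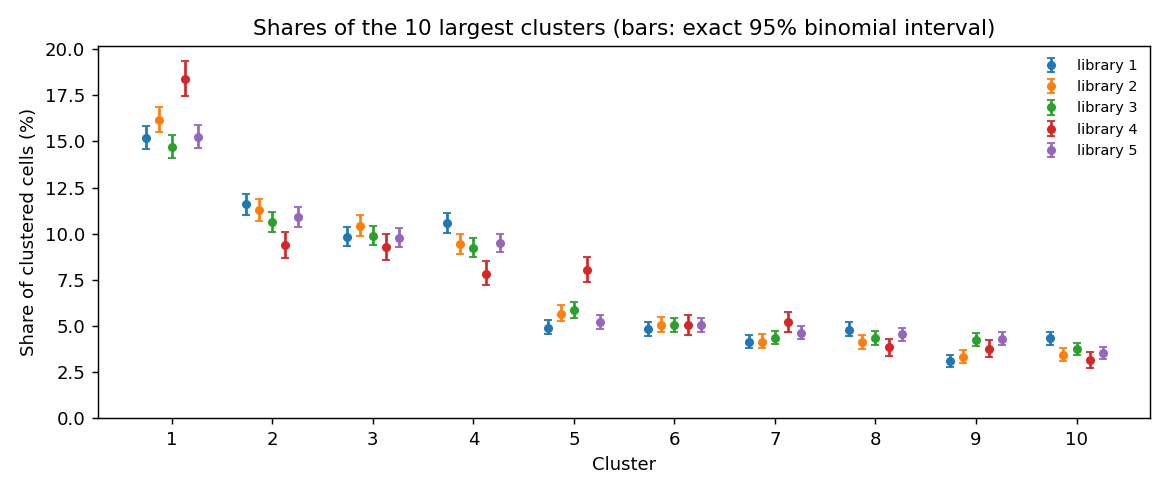
Share of clustered cells in the 10 largest clusters for each of the 5 libraries, with exact 95% binomial intervals that cover counting error only. In clusters 1 and 5 library 4 lies highest, at 18.4% and 8.04%.

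Wells were examined because in SPLiT-seq the first barcode marks the suspension a cell came from. The labels give no condition of any well, so wells were not grouped and only their spread was measured. The 10-base segment was taken as the first-round barcode after the data were examined, since its wells differed most in cluster shares, and the other segments are given beside it. Chi-square per degree of freedom of the cluster shares was 1.53 between wells of the 10-base segment, 1.14 for the middle segment and 1.05 for the last, where counting error gives 1 with an SD of 0.0249. It was above 2 for 4 clusters over the 10-base segment and for 0 clusters over the middle or last segment. The value for the 10-base segment moved most in cells with at least 200 counts, to 1.28.

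**Figure D4:**
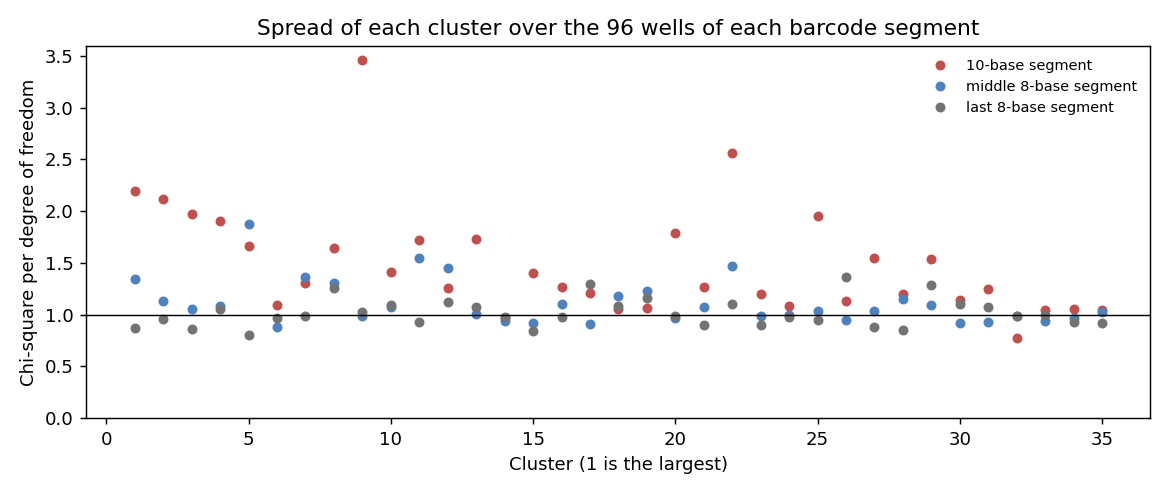
Chi-square per degree of freedom of each of the 35 clusters over the 96 wells of the 10-base segment (red), the middle segment (blue) and the last segment (grey), with the value that counting error gives as a line at 1. Cluster 9 stands at 3.46 over the 10-base segment and at 0.990 and 1.02 over the others.

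If a well carries its own composition, its deviations recur in different libraries. The deviations of the 96 wells in libraries 1 and 2 were therefore correlated with those in libraries 4 and 5, cluster by cluster, with two-sided permutation tests over 10000 shuffles of the wells. For the 10-base segment the mean Pearson r over 35 clusters was 0.127 (permutation p 0.0001, the smallest they can give), and r was positive in 28 of 35 clusters. Of the 35 clusters, 7 had a Benjamini-Hochberg adjusted p under 0.05, and 14 had a raw p under 0.05. For the middle segment the mean r was 0.0508 (permutation p 0.0047, 3 clusters after adjustment). For the last segment it was 0.0124 (permutation p 0.487), with 0 clusters after adjustment and 2 at a raw p under 0.05. Cluster 9, picked out after the values were seen, had the largest r over the 10-base segment, 0.449 (permutation p 0.0001, the smallest they can give; adjusted p 0.0035). Spearman's rho was 0.395 (permutation p 2.00e-04), and r was 0.451 without the 2 farthest wells. The share of cluster 9 ranged from 1.29% to 8.86% over these wells, with a median of 3.43%, and its SD between wells was 1.48 percentage points where counting error gives 0.817. Over wells of the middle segment the SD was 0.802 against 0.839 from counting error.

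Counts were then summed per well and library into 480 sums, and well and library were tested in the same model with edgeR's quasi-likelihood F test. Of 1930 genes that passed the filter on low counts, 649 had a Benjamini-Hochberg adjusted p under 0.05 for the well of the 10-base segment, and 802 had an unadjusted p under 0.05. With the middle segment in its place, 127 of 1981 genes passed, and with the last segment 81 of 1783 did. In a stricter set of abundant genes, the test was repeated with the wells shuffled within each library, 20 times. For the 10-base segment 322 of 359 genes passed, against a median of 41 (37 to 45) after shuffling. For the middle segment 75 of 368 passed, against 39 (36 to 48). For the last segment 37 of 337 passed, against 39 (35 to 44). The shuffled sums thus passed the threshold for about 11.4% of abundant genes with the 10-base segment, and counts of genes for the well carry this background. Among alternatives on the 10-base segment, testing without a filter on low counts moved the count most, to 1166 of 44327 genes.

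The 2 genes with the largest F for the well of the 10-base segment were h1SMnG0035616 (F 28.0, edgeR adjusted p 3.61e-126) and h1SMnG0035138 (F 27.6, edgeR adjusted p 2.53e-125). The former ranged from 646 to 1519 counts per 10000 over the 96 wells, with a median of 951. The latter ranged from 15.7 to 74.0 counts per 10000, with a median of 38.9 and at least 196 counts in every well. The values per well in libraries 1 and 2 were correlated with those in libraries 4 and 5 for both genes, with Pearson's r of 0.927 and 0.936 and Spearman's rho of 0.936 and 0.914 (two-sided permutation p 0.0001 each, the smallest they can give). Without the 2 farthest wells r was 0.917 and 0.927. As both genes were picked by their F over the same sums, these correlations describe the size of the recurrence and are not an independent test.

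Between libraries, with wells in the model, 561 of 1930 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 765 had an unadjusted p under 0.05. Without a filter on low counts 1632 of 44327 genes passed. Library 4 decided much of the count: without it 234 of 1979 genes passed. In the stricter set, 242 of 359 genes passed, against a median of 3 (0 to 7) with the libraries shuffled within each well. The genes with the largest F were h1SMcG0012505 (F 583, edgeR adjusted p 5.34e-162) and h1SMnG0035175 (F 380, edgeR adjusted p 1.40e-131). The former had 80.4 ± 18.2 counts per 10000 (SD, n = 5), lowest in library 4 with 55.5 and highest in library 5 with 95.5. The latter had 44.4 ± 9.82 counts per 10000 (SD, n = 5), lowest in library 4 with 29.7 and highest in library 1 with 55.9. The 480 sums share 5 libraries, so this test compares these libraries and not conditions.

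The comparison that the series design implies, the effect of pitx or lhx1/5-1 RNAi, was not made for genes or for cluster shares. It needs the condition and the biological replicate of each cell, which neither the labels nor the cell names gave, and no condition was read from the values of a well. The number of such comparisons made was 0.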

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

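Each quantity measured once per library was examined for a library far from the other 4, by the gap of the highest or lowest library to its nearest neighbour over the whole range, with 0.710 as Dixon's 95% critical value for 5 samples. Of 47 quantities 11 passed, where chance gives about 1 in 20 (2.35), and 8 of the 11 concerned library 4. The labels put the libraries in 1 group, so the design gives no biological contrast between them, and no biological explanation was tested. The test of the cell number of library 4 and the division of the cluster shares into those that stayed apart at matched depth and those that did not were chosen after the result was seen.

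Library 4 held 14304 cells, against 19642 to 21314 in the others (ratio 0.761). It was also the shallowest, with a mean of 121 counts per cell against 155 to 186 in the others. In its 5000 deepest cells the mean was 206 against 327 to 400. A fixed 5000 cells is a larger part of library 4, so fewer cells alone also lower this value. When the other libraries were thinned to the mean of 206 and held to the lowest number of genes of library 4, 31, they kept 16044 to 16938 cells. Because this thinning partly builds in the lower cell number, it cannot tell how much of the gap lower depth accounts for. The authors' filter on cells is not given in the sources used here. Lower depth therefore also cannot be told apart from fewer cells having entered the library.

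In library 4, 29435 genes had at least 1 count, against 34673 to 35731 in the others (ratio 0.832). With every library thinned to the total of library 4, the others still detected 31216 to 31346 genes, which argues against the total count as the whole cause. Neither the number of cells nor the share of the most abundant gene was matched, so a part played by these stays open. At 200 counts per cell, the median was 156 genes in library 4 and 163 to 165 in the others (ratio 0.778). With the most abundant gene, h1SMnG0035616, left out before thinning, the medians were 178 to 180 in all 5 libraries, with 179 in library 4. The means stayed lowest in library 4, at 173.3 against 174.4 to 175.8. The lower median at equal depth is consistent with that gene taking more of the counts there, and a small difference in means stays open.

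The share of h1SMnG0035616 was 12.2% of the counts in library 4 and 9.0 to 9.68% in the others (ratio 0.785). Among cells with at least 200 counts, the share was 13.6% in library 4 and 9.77% ± 0.293 (SD) in the other 4 libraries. Among cells with under 100 counts it was 10.6% against 8.40% ± 0.513. The difference among cells of like count argues against the count per cell as its cause. Across wells the relation of the share to depth had no single direction, with Spearman's rho of -0.259 for the 10-base segment, -0.608 for the middle and 0.212 for the last (permutation p 0.0112, 0.0001, the smallest they can give, and 0.0406). A difference in library preparation or sequencing was not tested and stays open. The labels give each library its own batch number, so batch and library cannot be told apart.

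In 7 of the 35 clusters 1 library was far from the others, where chance gives 1.75. Library 4 was lowest in cluster 12 (1.96%, others 2.77 to 2.94%) and cluster 25 (0.476%, others 0.891 to 0.905%), and highest in cluster 16 (1.93%, others 1.30 to 1.46%) and cluster 19 (1.65%, others 1.09 to 1.17%). Library 1 was lowest in cluster 6 (4.83%, others 5.04 to 5.07%), library 2 highest in cluster 17 (1.56%, others 1.15 to 1.26%) and library 5 highest in cluster 23 (0.982%, others 0.859 to 0.887%). All libraries were then thinned to 1 depth before the count minimum, and each cell kept the cluster it had at full depth. This tests which cells pass the minimum, and not how depth acts on the clustering itself. In clusters 19 and 25 library 4 stayed far from the others, with a ratio of at least 0.794. That argues against the loss of shallow cells at the minimum as the whole cause there. Depth may be part of it in cluster 25, where the others fell to 0.688 to 0.743% while library 4 was at 0.476%. At matched depth 4 clusters had a library past the critical value, where chance gives 1.75. The others were cluster 29, with library 4 highest (0.922%, ratio 0.821), and cluster 30, with library 2 highest (0.658%, ratio 0.778), which had not passed before. In cluster 12 the mean share of the other 4 libraries fell from 2.82% to 2.35% at matched depth. All 4 ended below the lower limit of their own interval, while library 4 was at 1.96%, so depth may account for part of the gap there. In clusters 6, 16, 17 and 23 the ratio fell to at most 0.454. For these, depth cannot be told apart from chance, because redrawing the cells alone also moves a ratio that was picked for being high. In cluster 16 the shares of the other 4 libraries all moved towards the 1.93% of library 4, to 1.74%, 1.35%, 1.55% and 1.60% in libraries 1, 2, 3 and 5, but only library 1 left its own interval, so a part played by depth stays open there. In cluster 6 the 5 shares lay within each other's counting error, with a chi-square per degree of freedom of 0.250.

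Over all clusters, the shares differed between libraries beyond counting error (chi-square per degree of freedom 3.45). At matched depth the value was 2.44 ± 0.0316 (SD over 20 draws), against 3.13 ± 0.0874 in random subsets of the same size. Depth may thus contribute, but the value stayed above 1. Here too each cell kept its cluster from full depth, so an effect of depth on the clustering itself was not tested. Without library 4 it was 2.03, so library 4 alone does not account for the excess. For genes, 561 of 1930 passed the threshold for the library, a count that was not tested by shuffling. In the stricter set of abundant genes 242 of 359 passed, against 0 to 7 with libraries shuffled within wells. Of 21 groupings there, the real one and 20 shuffled, 1 gave as many genes, the real one. Chance can therefore be excluded for that set. With h1SMnG0035616 left out of the main fit, 578 genes passed in place of 561. This argues against its larger share in library 4 as the reason for the 561. What made the libraries differ stays open.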

How the results depend on the processing

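The other 2 segments, leaving out cells whose barcode was in 2 or more libraries, leaving out the most abundant gene, and, as measures, chi-square per degree of freedom and the agreement of wells between libraries were added after the data were examined, and the other alternatives had been planned.

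Depth per cell depended on which cells were used. With at least 200 counts per cell, the mean over libraries was 5071 cells, 291.8 counts and 226.2 genes, and thinning to 200 counts gave 162.6 genes, each by construction of the limit. Without cells of shared barcodes the mean was 15173 cells, while median counts and genes moved by less than 1 SD. Leaving out each library in turn gave 18527 to 20279 cells, 115.25 to 125.5 counts and 95.5 to 104.5 genes, within 1 SD of the full values. Depth limits what can be seen: 41.2% of the cells were too shallow to cluster, and genes seen in few cells were left out of the tests by the filter on low counts.

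The number of clusters was 35, and 27 to 52 under the alternatives, within 1.5 times. The mean share of the largest cluster was 15.9%. It was 18.6% and 10.4% at Leiden resolutions of 0.5 and 2, 11.4% with 1000 variable genes, 10.5% with 25 principal components, 18.1% in cells with at least 200 counts and 11.4% without cells of shared barcodes. Leaving out a library gave 10.6% (without library 2) to 16.6% (without library 5). Neighbouring clusters split or merged under these settings by construction of the resolution, and otherwise the cause was not tested, so the size of cluster 1 is not a stable quantity. Removing predicted doublets took out 3 cells and says nothing about doublets.

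Chi-square per degree of freedom stayed above 1 by more than 3 times its counting SD for libraries and for wells of the 10-base segment in all 12 alternatives. For libraries it was 3.03 at resolution 2, 4.27 with 25 principal components, 2.39 in cells with at least 200 counts, 2.78 without cells of shared barcodes, and 2.03 (without library 4) to 4.10 (without library 5) with a library left out. For wells of the 10-base segment it was 1.42 at resolution 2, 1.47 with 1000 variable genes, 1.65 with 25 principal components, 1.28 in cells with at least 200 counts, 1.41 without cells of shared barcodes, and 1.32 to 1.45 with a library left out. Chi-square falls with the number of cells, which the last 3 of these settings lower. For the rise without 1 library and for the other values the cause was not tested.

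Of genes tested for the well of the 10-base segment, 649 passed the threshold. DESeq2 called 595, of which 565 were among the 649. Leaving out cells of shared barcodes gave 416, of which 408 were among the 649, but only 522 of the 649 genes passed the filter on low counts there. The middle segment gave 127 and the last 81. A library left out gave 517 to 609 genes. For libraries 561 genes passed, DESeq2 called 494, 480 of them shared, and leaving out cells of shared barcodes gave 449. With wells of the middle or last segment in the model, 542 and 507 passed. A library left out gave 234 to 551 genes. Without library 4 the 234 included 226 of the 561, although 549 of them were tested, so library 4 decided more of this count than any other library. Leaving out the most abundant gene gave 667 and 578 genes. All sums had more than 50 cells, so that limit removed nothing and tests nothing. Without a filter on low counts all 44327 genes were tested, and 1166 passed for the well, of which 566 were among the 649, and 1632 for the library, of which 448 were among the 561. More genes tested can give more calls, and the reliability of calls on genes with few counts was not tested.

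The 4 genes named for the library or the well stayed past the threshold in all 35 alternative fits on the 10-base segment in which they were tested, summed over the genes and without the limit of 50 cells, with a largest edgeR or DESeq2 adjusted p of 3.04e-49. With the middle or last segment in its place they passed in 7 of 8 fits. The exception was h1SMnG0035138, whose adjusted p for the well of the last segment was 0.396. The mean r of wells between libraries 1 and 2 and libraries 4 and 5 was 0.127 with the 10-base segment, 0.120 without cells of shared barcodes and 0.115 after regression on depth and cell number. It was 0.0508 with the middle segment, and 0.0124 with the last, no longer past the threshold. The comparisons of RNAi conditions and their alternatives were not run, because no source gave the condition of a cell.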

Other observations

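The tests of uneven barcode use and of low-count copies, those of a step after pooling, both tests on the middle and last segments, and the tests of well depth and of a step after pooling for the most abundant gene were chosen after the result was seen. The choice of the 10-base segment and every comparison between segments also followed the data. No condition is known for any well, so no biological explanation was tested in this part.

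Neighbouring libraries shared more barcodes than chance gives with independent segments, with 6734 pairs of cells in place of 2369. Uneven use of barcode combinations would raise all pairs of libraries alike, but libraries that are not neighbours reached at most 1.35 times the expected number, against at least 1.74 times for neighbours. The cells of 1 barcode fell in the same cluster in 20.9% of 1436 pairs from neighbouring libraries (exact 95% interval 18.8 to 23.1%) and in 7.44% of 1640 pairs from other libraries (6.22 to 8.82%), where chance gives 7.18%. The median cosine between their counts, with the most abundant gene left out, was 0.211 against 0.0514. The copies of a barcode differed in counts by a median of 4.23-fold in neighbouring libraries and 1.95-fold in others, and the lower-numbered library held the deeper copy in 74.8% of neighbouring pairs and 52.8% of other pairs. A candidate explanation is that part of the molecules of a cell were read under the index of the next library, so that some cells of low count are copies of deep cells next door. The excess over the expected number was 4365 pairs. That number takes the 10-base segment as independent of the others. This held closely but not fully, so chance sharing may be somewhat higher and the excess smaller. The files do not show whether the excess arose by carry-over between tubes or by misassigned reads.

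The middle and last segments were not independent (chi-square per degree of freedom 4.26). The most frequent excess was AAACATCG with GAGTTAGC, in 137 cells where 15.2 were expected. In 35 of 9216 combinations the residual was over 8, and these held 1890 cells, 1.98% of the total. Residuals of the same combinations were correlated between libraries, with a median r of 0.355 and at least 0.305 between libraries that are not neighbours, so the excess may have arisen in a step before the libraries were divided. Cells in these combinations had a median of 110 counts and the others 119, which argues against spurious barcodes with few counts.

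Cluster shares differed between wells of the 10-base segment (chi-square per degree of freedom 1.53), and the deviations recurred between libraries 1 and 2 and libraries 4 and 5. With the depth and cell number of the wells regressed out, the mean r was 0.115 (permutation p 0.0001, the smallest they can give), so these do not account for the recurrence. Over the middle segment the mean r fell to 0.00591 (permutation p 0.737) under the same regression, so its mean recurrence may come from depth and cell number. Cluster 22 was an exception, with r of 0.369 after the regression (permutation p 5.00e-04, adjusted p 0.0175) and 0.363 before, but rho of 0.185 (permutation p 0.0683) and r of 0.255 without the 2 farthest wells. For the other 34 clusters the adjusted p was above 0.05 after the regression. Without cells of shared barcodes, chi-square per degree of freedom over the 10-base segment was 1.41 and the mean r was 0.120, so cells read in 2 libraries do not account for it. A step after the cells were pooled would act on wells of the other segments too. The larger of their values was 1.14, but the 10-base segment was picked for its larger value and the sources do not give the order of rounds, so this explanation cannot be told apart. A difference between the suspensions loaded into the wells, by condition, animal or handling, is a hypothesis that these data cannot separate further.

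For genes, the wells were shuffled only in the stricter sets of abundant genes. For the 10-base segment 322 of 359 genes passed there. Of 21 groupings of the sums 1 gave as many, the real one itself, so chance can be excluded for that set. For the middle segment (75 of 368 genes) 1 of 21 did too. For the last segment (37 of 337 genes) 18 of 21 did, so chance cannot be excluded there. The main fits were not shuffled. Of the 127 genes they called with the middle segment and the 81 with the last, 115 and 74 were among the 649 called with the 10-base segment.

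The share of the most abundant gene, h1SMnG0035616, ranged from 6.46% to 15.2% over wells of the 10-base segment. Across the 96 wells, its share in the cells of 1 of the 5 largest clusters was correlated with its share in another, with r of at least 0.523 in all 10 pairs of clusters and a mean of 0.635 (permutation p 0.0001, the smallest they can give; 0.623 without the 2 farthest wells). The shift is consistent with one that reaches every large cluster of a well. Its relation to the mean count per cell of the well was weak, with Spearman's rho of -0.259 (permutation p 0.0112) and Pearson's r of -0.262 (permutation p 0.0094; -0.237 without the 2 wells farthest in depth). With depth regressed out, the shares in libraries 1 and 2 and in libraries 4 and 5 still had an r of 0.919 (permutation p 0.0001, the smallest they can give; rho 0.922; 0.908 without the 2 farthest wells), which argues against depth as the whole cause. Over wells of the middle segment the share ranged from 7.82% to 16.6%, and rho with depth was -0.608 (permutation p 0.0001, the smallest they can give). Over wells of the last segment rho had the opposite sign, 0.212 (permutation p 0.0406), while r was 0.0711 (permutation p 0.498) and 0.276 without the 2 wells farthest in depth. The share also recurred between libraries 1 and 2 and libraries 4 and 5 over the other segments after the regression, with r of 0.575 for the middle and 0.586 for the last (permutation p 0.0001 each, the smallest they can give; rho 0.363 and 0.493; r 0.433 and 0.447 without the 2 farthest wells). The mean r between clusters was 0.524 and 0.218 there (permutation p 0.0001 each, the smallest they can give), and 0.398 and 0.159 without the 2 farthest wells. A step after the cells were pooled may therefore contribute to the shifts over the 10-base segment too, and its part cannot be told apart, since the order of rounds is not given. RNA quality or free RNA in a suspension is an untested alternative to a difference between cells.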
